A study of Mus musculus with 4 samples. Its data were reported in "Simultaneous STING and lymphotoxin-β receptor activation induces B cell responses in tertiary lymphoid structures to potentiate antitumor immunity" (2025).

How the data were processed

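Leukocytes were profiled by droplet single-cell RNA sequencing in subcutaneous tumours of C57BL/6 mice. The tumours grew from KPC cells, a mouse pancreatic cancer line. Mice were left untreated, or received a STING agonist (a synthetic cyclic dinucleotide that triggers the interferon-inducing sensor STING), an antibody that activates the lymphotoxin-β receptor (LTβR agonist), or both. According to the study's methods, the tumours of a group were pooled and dissociated; the labels give a sort of live CD45-positive cells. The samples formed 4 groups with 1 library each, so that presence or absence of each agonist made a 2 by 2 design. The study describes more than 1 single-cell experiment, and which of them these libraries come from is not stated. Pooling before sorting leaves no values per animal.

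The authors made libraries with the 10x Genomics 5-prime chemistry, counted molecules with Cell Ranger against the mouse genome (mm10), and stored raw counts of unique molecular identifiers (UMIs) per gene and barcode. The deposited counts matrix held 32285 genes and 24839 barcodes in 57474048 entries above 0, and 192887078 UMIs in total. Every value was a whole number. The 4 libraries shared this matrix and were told apart by the number at the end of each barcode, which the labels assign to a sample. Whether reads had been equalised between libraries is not stated, and the totals differed. Barcodes outside the quality limits that the study gives were still present, so those limits were applied here: 300 to 5000 detected genes and at most 6% mitochondrial UMIs. This kept 23011 cells (92.6%).

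Counts of each cell were scaled to 10000 and log-transformed. The 2000 most variable genes, without 640 V(D)J segment genes, were reduced to 30 principal components. A graph of 20 neighbours was clustered with the Leiden method at resolution 1 with a fixed seed, over the 4 libraries together and with no batch correction. Clusters were named from marker lists written before the data were examined. A name needed at least 3 detected markers and no more markers of another name than of its own among the 10 leading genes of the cluster. T-like sub-clusters also needed at least 1 own marker there, or 2 where CD4 or CD8 was detected. Classes and B-like sub-clusters could be named with none, which applied to clusters 19 and 24 and to a follicular-like sub-cluster of 246 cells. These thresholds were set after the clusters had been seen. Clusters that fell short were left unnamed and stayed among all filtered cells, and unnamed sub-clusters stayed in the denominator of their class. The B- and plasma-like class and the T-like class were each clustered again in the same way for subsets. CD4 and CD8 cells were T-like cells with a Cd4 UMI, or with a Cd8a or Cd8b1 UMI, and not both kinds. A cell received a heavy-chain isotype when it carried at least 3 UMIs of the constant genes. All names are rebuilt from RNA, carry the ending "-like" for this reason, and are not those assigned by the study, so that a difference from the study may come from the naming.

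Doublets were kept, because the study states no removal. Scrublet scores were computed per library with an expected rate of 0.05. Its automatic threshold called 284, 70, 2 and 5 cells in the untreated, STING agonist, LTβR agonist and combination libraries. These calls were too uneven to use, and removal by them was not run. A fixed score of 0.2 was chosen after seeing the data and called 227 (3.35%), 76 (2.03%), 238 (3.33%) and 129 (2.42%) cells, whose removal served as an alternative. Cells with at least 2 markers of each of 2 classes were removed in another alternative.

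Shares are given with exact (Clopper-Pearson) 95% intervals. The interval of a ratio sets each share's exact interval against the opposite bound of the other's, which makes it wider than a 95% interval. For expression, UMIs were summed per library and class, scaled to the class total as CPM, given exact Poisson 95% intervals, and compared as log2 ratios after adding 10 CPM. All intervals cover counting error only. Those for expression treat UMIs as independent, and are too narrow where a few cells hold most UMIs of a gene. With 1 library per group there was no spread between replicates to test against, so no test was made, no p-value is given, and no count of changed genes is reported. Where a count was 0, a floor of 3 counts stood in for its share in ratios given as at least a value. The interval bounds of such ratios used the exact upper bound of that share. Shares that rest on single UMIs were recomputed after each cell had been thinned to 1000 UMIs, with shallower cells left out.

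Genes named in the text followed a rule fixed before the data were examined. It covered genes that the study discusses for tumour RNA, given for those with at least 50 UMIs in 1 library and printed in full for the 4 highest and 2 lowest ratios under the combination. It also covered the heavy-chain constant genes, the receptors targeted and genes of the sex chromosomes. In the macrophage- or monocyte-like, T-like and neutrophil-like classes it took the 3 highest and 3 lowest log2 ratios of each treated library to untreated, among genes with at least 50 CPM and 50 UMIs in the higher library and with at least 100 cells on both sides. Mitochondrial, ribosomal protein, haemoglobin, receptor segment and unnamed gene models were left out of that ranking. A type I interferon list and an interferon-γ list of 25 genes each were fixed in advance; 24 genes of the former were found. The median log2 ratio of a list was placed among 10000 random lists of the same size matched on expression over 50 bins, and its interval came from 1000 Poisson draws. A list of 12 immediate-early genes and a pair of heat shock genes served as a check of handling. Positions are from GENCODE M21 on GRCm38.

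The choice of classes, comparisons, lists and all alternatives except the Scrublet score was made before the data were examined. Alternatives covered cell filters, doublets, resolution, number of variable genes, seed, naming per cell by marker score or gate, thinning, denominators, isotype threshold, scaling, pseudocount and averaging within clusters. The procedure was tested on simulated data. Of 3093 genes, 200 were moved by a log2 ratio of 1 or -1. The medians recovered were 0.95 and -0.90, against 0.00 for unmoved genes, and 99.3% of intervals held the simulated value. Counts were drawn as Poisson sums, so this coverage does not extend to genes with most UMIs in few cells. A list of 24 genes moved by 0.25 was recovered at 0.24. Intervals of the share ratio held the simulated ratio in 98.8% of 1000 draws, and 100.0% of 2400 simulated cells received the right class. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, the Scrublet implementation of scanpy 1.11.5 and matplotlib 3.10.9. T and B cell receptor sequences, sequence reads and other assays of the study were not used here.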

Results

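RNA was counted in single sorted leukocytes from pooled KPC tumours of 4 groups of mice, with 1 library per group: untreated, STING agonist alone, LTβR agonist alone, and both agonists (combination). The untreated library held 7191 barcodes and 60770280 UMIs, and the STING agonist library 3955 barcodes and 32529174 UMIs. The LTβR agonist library held 7824 barcodes and 56877525 UMIs, and the combination 5869 barcodes and 42710099 UMIs. After the quality filter, 6783, 3748, 7147 and 5333 cells remained in this order, with medians of 7094, 6748, 5750 and 5877 UMIs per cell. Barcodes with more than 6% mitochondrial UMIs were 2.71% (2.35 to 3.11), 2.68% (2.20 to 3.23), 5.99% (5.48 to 6.54) and 6.78% (6.15 to 7.45) of each library. No group had a replicate library here, so the spread between pools of tumours is unknown for each difference below, and the intervals cover counting error only. Clustering gave 31 clusters, of which 30 could be named from markers. The remaining cluster, number 16, held 2.83%, 1.20%, 2.73% and 2.18% of the untreated, STING agonist, LTβR agonist and combination cells.

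The first question was how each treatment changed the make-up of tumour leukocytes. B- and plasma-like cells were 58 of 6783 cells in untreated tumours (0.855%, 95% interval 0.650 to 1.10). They were 15 cells with the STING agonist (0.400%, 0.224 to 0.659) and 175 with the LTβR agonist (2.45%, 2.10 to 2.83). Under the combination they were 535 cells (10.0%, 9.24 to 10.9). The combination was therefore 11.7 times the untreated share (8.37 to 16.7), 25.1 times that of the STING agonist (14.0 to 48.5) and 4.10 times that of the LTβR agonist (3.26 to 5.17). The LTβR agonist alone was 2.86 times untreated (1.90 to 4.36). The ratio for the STING agonist alone, 0.468, had an interval that just included 1 (0.203 to 1.01). The ratio of the combination to untreated moved most when B-, plasma-, T- and NK-like cells alone formed the denominator, and was then 7.66. In that denominator the B- and plasma-like share was 2.34% in untreated tumours (1.78 to 3.01) and 0.909% with the STING agonist (0.510 to 1.49), with intervals that lie apart. It was 5.75% with the LTβR agonist and 17.9% with the combination.

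Neutrophil-like cells took the opposite course under the combination. Their share was 3.30% in untreated tumours (2.89 to 3.76), 8.06% with the STING agonist (7.21 to 8.98), 5.26% with the LTβR agonist (4.75 to 5.80) and 1.28% with both (0.991 to 1.61). Relative to untreated, the STING agonist gave a ratio of 2.44 (1.92 to 3.11) and the LTβR agonist 1.59 (1.27 to 2.01). The combination fell to 0.386 of untreated (0.264 to 0.558), 0.158 of the STING agonist (0.110 to 0.224) and 0.242 of the LTβR agonist (0.171 to 0.339). Neutrophil-like cells had medians of 2222, 2377, 2159 and 1942 UMIs in the untreated, STING agonist, LTβR agonist and combination libraries.

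**Figure D1:**
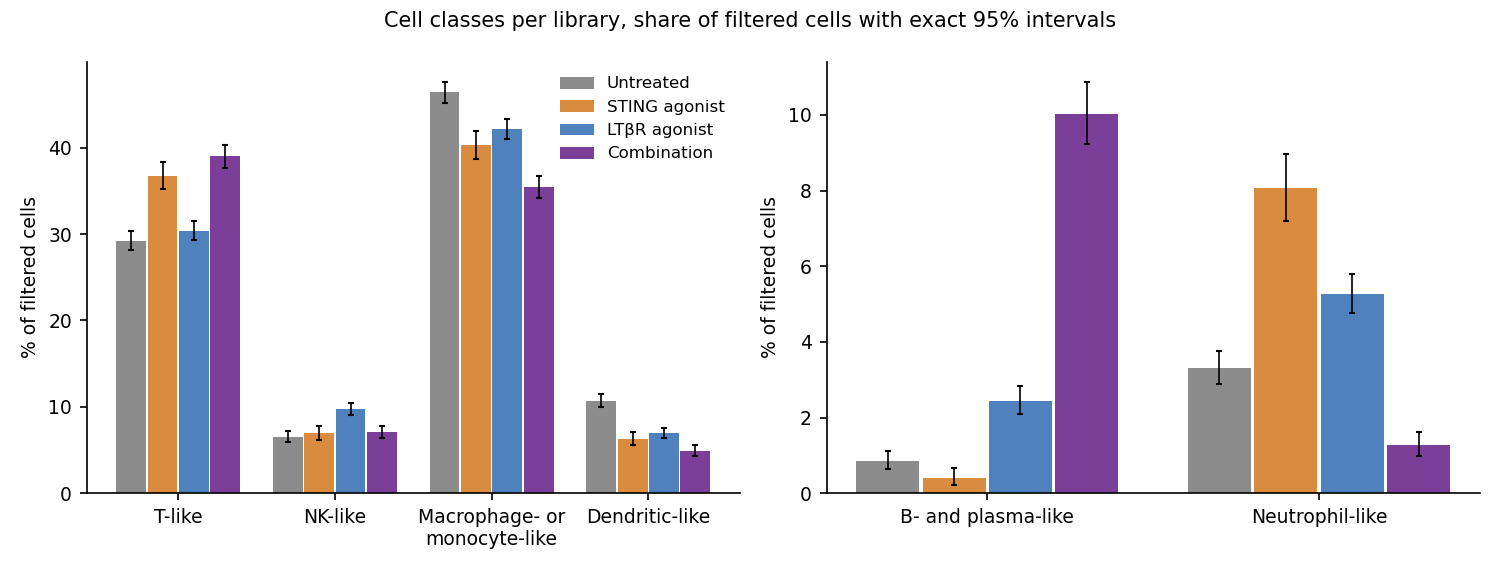
Share of filtered cells (%, vertical axes) in each rebuilt cell class for the 4 libraries, with bars for the share and whiskers for exact 95% intervals. B- and plasma-like cells reach 10.0% under the combination against 0.855% in untreated tumours, and neutrophil-like cells peak at 8.06% with the STING agonist.

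The T-like share was 29.2% in untreated tumours, 36.7% with the STING agonist, 30.4% with the LTβR agonist and 39.0% with the combination. The combination was 1.34 times untreated (1.24 to 1.43), but this ratio fell to 0.872 when only lymphocyte-like cells were counted. NK-like cells rose with the LTβR agonist alone, from 6.55% to 9.72% (ratio 1.49, 1.26 to 1.75). Macrophage- or monocyte-like cells were 46.4% of untreated cells and 35.4% under the combination (ratio 0.763, 0.717 to 0.812). Dendritic-like cells were 10.7% in untreated tumours, and fell to 6.30%, 6.98% and 4.91% with the STING agonist, LTβR agonist and combination. One T-like cluster was led by cycling genes, and a macrophage-like cluster by the heat shock genes Hspa1a and Hspa1b. Another T-like cluster, with naive markers, drew 74.1% of its 147 cells from the combination, and the B- and plasma-like cluster 68.3%. A cluster with most cells from 1 library may reflect that library rather than its treatment.

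The next comparison asked which B cell subsets accounted for the rise, as shares of all filtered cells. Follicular-like cells numbered 30, 8, 67 and 342 in the untreated, STING agonist, LTβR agonist and combination libraries. The combination was 14.5 times untreated (9.15 to 23.8), and 6.84 times the LTβR agonist (4.85 to 9.77). This ratio to untreated moved most with all B- and plasma-like cells as denominator, to 1.24. Memory-like cells numbered 17, 6, 66 and 93 in the same order, with ratios to untreated of 3.68 for the LTβR agonist (1.78 to 8.03) and 6.96 for the combination (3.52 to 14.6). As a share of B- and plasma-like cells, however, memory-like cells fell to 0.593 of untreated under the combination. Plasma-like cells numbered 3 in untreated tumours, 7 with the LTβR agonist and 17 with the combination (7.21 times untreated, 1.44 to 55.9). With the STING agonist they were 0 of 3748 cells, with an exact upper bound of 0.0984%. Against a floor of 3 counts (0.0800%) the combination was at least 3.98-fold higher, with a lower interval bound of 1.89 from the exact bound. B sub-clusters that stayed unnamed, with leading genes of myeloid or T cells, held 0.118%, 0.0267%, 0.490% and 1.56% of filtered cells.

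IgM-like cells were the most frequent isotype, with 40, 10, 131 and 384 cells in the untreated, STING agonist, LTβR agonist and combination libraries. The combination was 12.2 times untreated as a share of filtered cells (8.13 to 18.8). This ratio moved to 1.04 with B- and plasma-like cells as denominator. IgD-like cells numbered 4, 1, 19 and 86 (combination over untreated 27.3, 8.56 to 124). IgG-like cells numbered 3, 1, 6 and 17 (7.21, 1.44 to 55.9), and IgA-like cells 2, 0, 3 and 2, too few for a ratio. After thinning to 1000 UMIs, which left out 0, 0, 1 and 5 cells, IgM was called in 18, 3, 64 and 146 cells and IgD in 7, 0, 10 and 29. IgG was then called in 2, 0, 2 and 5 cells and IgA in 1, 0, 2 and 1. As shares of B- and plasma-like cells, thinned IgM calls were 31.0% in untreated tumours and 27.5% under the combination. Thinned IgD calls were 12.1% and 5.47%. Per B- and plasma-like cell, neither was then higher under the combination than in untreated tumours. Cells without a call rose with thinning from 9 to 30 in untreated tumours and from 46 to 349 under the combination, so lost calls also shape these shares. As background, at least 3 heavy-chain UMIs were found in 1.26%, 1.38%, 3.41% and 2.79% of T-like cells, at medians of 4491, 4859.5, 4241.5 and 5058 UMIs. The B- and plasma-like class, at medians of 4574.5, 4456, 4662 and 4808 UMIs, gave 84.5%, 80.0%, 90.9% and 91.4%.

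**Figure D2:**
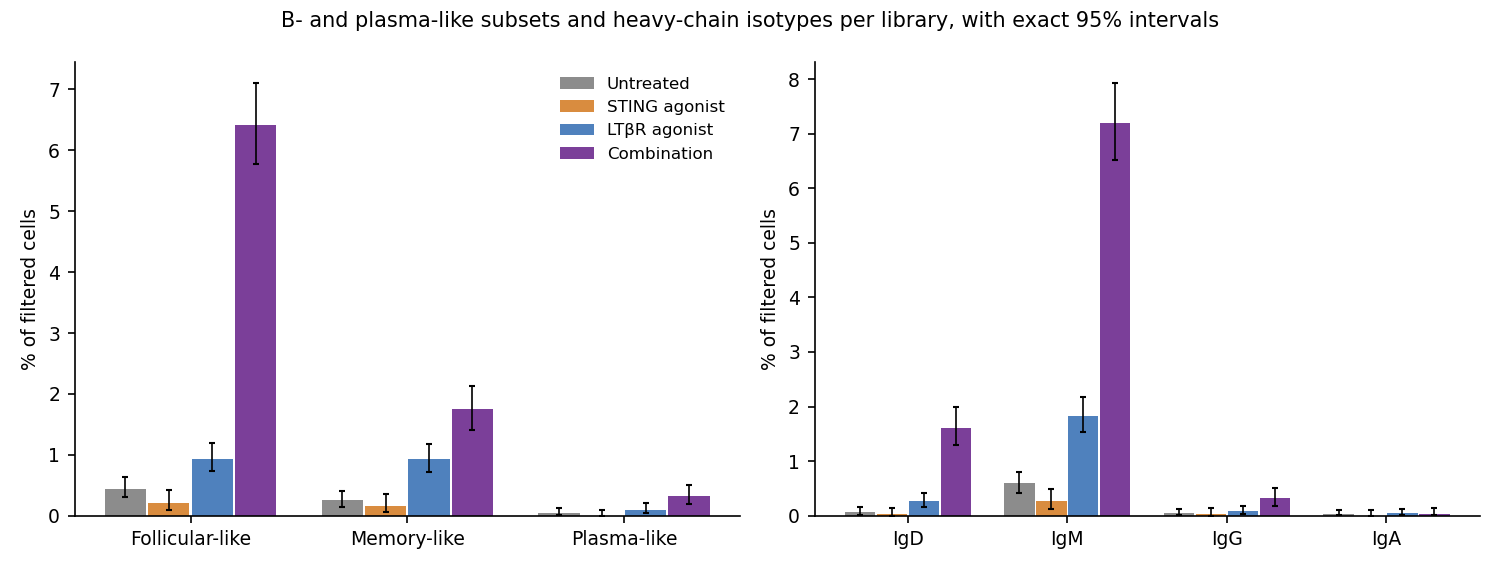
Share of filtered cells (%, vertical axes) in B- and plasma-like subsets (left) and by heavy-chain isotype (right) for the 4 libraries, with exact 95% intervals as whiskers. Follicular-like and IgM-like cells under the combination stand above every other bar of their panel.

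Summed over all filtered cells, Ighm (ENSMUSG00000076617, GRCm38 chromosome 12, 113418558 to 113422730) rose from 38.5 CPM in untreated tumours to 573 CPM under the combination. Its log2 ratio was 3.59 (3.52 to 3.65) for the combination and 1.90 for the LTβR agonist, where the 3 top cells held 28.1% and 46.5% of its UMIs. Ighd gave 1.68 under the combination. Counts of several switched isotypes rested on 1 cell. In untreated tumours the top cell held 99.5% of Ighg2b, 92.7% of Ighg2c and 96.5% of Igha UMIs, and under the combination 97.6% of Igha UMIs. The log2 ratios of the combination to untreated, -1.36 for Ighg2b, -0.76 for Ighg2c and 1.10 for Igha, therefore depend on single cells. Ighg1 had 3 UMIs in untreated tumours, 0 with the STING agonist, 60 with the combination and 4847 with the LTβR agonist (log2 ratio to untreated 3.40), where 1 cell held 70.4%. Ighg3 had 0 UMIs in untreated tumours and 307 under the combination, of which the top cell held 48.2%.

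T cell populations were compared as shares of all filtered cells. CD4 cells were 4.53% of untreated cells, 8.40% with the STING agonist, 7.21% with the LTβR agonist and 7.46% with the combination. The ratios to untreated were 1.86 (1.49 to 2.31), 1.59 (1.31 to 1.94) and 1.65 (1.34 to 2.03). The first moved to 1.48 as a share of T-like cells. CD8 cells were 14.2%, 15.6%, 11.5% and 19.2% of filtered cells, and the combination was 1.35 times untreated (1.21 to 1.52). Regulatory-like cells were 2.40%, 2.59%, 4.66% and 3.11%, with a ratio of 1.94 for the LTβR agonist (1.496 to 2.52). γδ-like cells were 1.46%, 2.21%, 1.18% and 2.46% (combination 1.68, 1.16 to 2.45). After thinning to 1000 UMIs, CD4 cells were 7.50%, 10.4%, 12.4% and 8.65% of T-like cells, against 15.5%, 22.9%, 23.7% and 19.1% unthinned. CD8 cells were 40.7%, 36.7%, 29.4% and 41.5% thinned, and 48.6%, 42.6%, 37.9% and 49.2% unthinned. Thinning left out 60, 39, 87 and 68 cells. A Cd4, Cd8a or Cd8b1 UMI was found in 66.4%, 68.3%, 64.1% and 71.2% of T-like cells. In B- and plasma-like cells, which should lack these genes and had similar medians (given above), it was found in 3.45%, 0 of 15 cells, 8.57% and 8.97%.

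Among CD4 cells, the comparison concerned helper subsets. Naive-like cells were 4 of 307 in untreated tumours, 1 of 315 with the STING agonist, 8 of 515 with the LTβR agonist and 37 of 398 with the combination (9.30%, 6.63 to 12.6). The combination was 7.14 times untreated (2.01 to 35.3). This ratio moved most with a marker gate per cell, to 2.89. For the LTβR agonist alone, the ratio of 1.19 (0.204 to 8.53) showed no difference at this depth. Th2-like cells were 3.26%, 1.59%, 5.63% and 13.8%, and the combination was 4.24 times untreated (1.79 to 11.2). The rise with the LTβR agonist alone, 1.73 times, was not detectable at this depth (0.644 to 5.08). With a marker gate on thinned cells the Th2-like ratio of the combination to untreated was 0.732, below 1. Th17-like cells were 6.84% in untreated tumours, 16.2% with the STING agonist, 16.1% with the LTβR agonist and 5.78% with the combination. The single agonists gave ratios to untreated of 2.37 (1.20 to 4.84) and 2.36 (1.27 to 4.57). The combination was 0.357 of the STING agonist (0.178 to 0.695) and 0.359 of the LTβR agonist (0.189 to 0.655), but 0.845 of untreated (0.360 to 1.99), where no difference was detectable at this depth. No sub-cluster met the naming rule for Th1 or follicular helper cells. NKT was not among the names that a sub-cluster could receive, so nothing is said here on NKT cells. CD4 cells in unnamed sub-clusters were 61.2%, 61.0%, 40.2% and 44.2%. Of the 188 such cells in untreated tumours, 64 were in a sub-cluster led by Slamf6, 62 in one led by Csf2 and 35 in one led by Gas7. Sub-clusters led by interferon-response, heat shock and cycling genes held 8, 2 and 3.

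Among CD8 cells, memory-like cells were 11.7% in untreated tumours (9.78 to 14.0), 17.1% with the STING agonist (14.1 to 20.4), 12.3% with the LTβR agonist (10.1 to 14.7) and 15.7% with the combination (13.5 to 18.1). The ratios to untreated were 1.45 (1.01 to 2.08), 1.04 (0.724 to 1.502) and 1.34 (0.971 to 1.85). The ratio for the LTβR agonist moved most at a sub-cluster resolution of 2, to 1.53. Exhausted-like cells were 57.5%, 53.2%, 47.0% and 52.0% of CD8 cells. Naive-like cells were 3 of 962, 0 of 586, 14 of 824 and 41 of 1024 CD8 cells. The combination was 12.8 times untreated (3.18 to 83.8) and at least 7.82-fold higher than the STING agonist against a floor of 3 counts, with a lower interval bound of 4.60. CD8 cells in unnamed sub-clusters were 29.0%, 28.5%, 37.5% and 27.1%. One of these, led by the NK receptor genes Klra7 and Klra1, held 3.33%, 6.66%, 11.4% and 8.50% of CD8 cells.

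**Figure D3:**
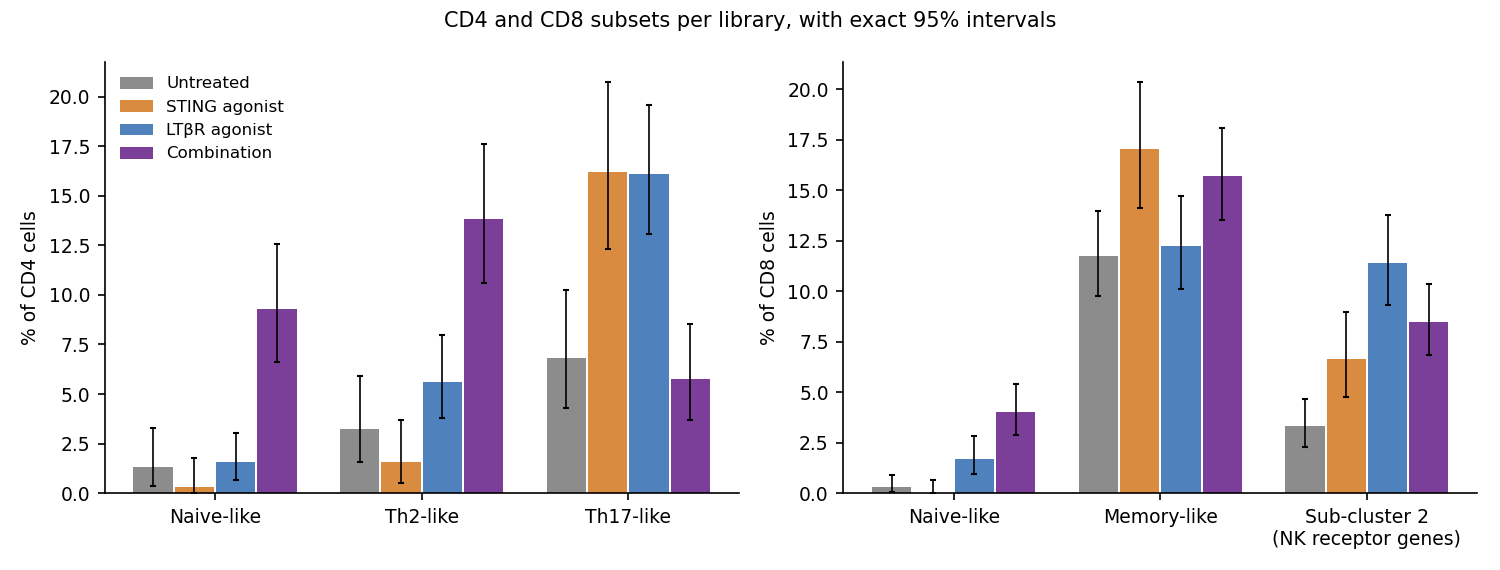
Shares of CD4 subsets (% of CD4 cells) and CD8 subsets (% of CD8 cells) in the 4 libraries, with exact 95% intervals as whiskers. Th17-like cells reach 16.2% and 16.1% with the single agonists and 5.78% with the combination.

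Genes that the study discusses for tumour RNA were compared over all filtered cells, to see whether sorted leukocytes carried the same differences. Of 29 genes, 28 were found and 26 had at least 50 UMIs in 1 library; 15 were above untreated under the combination and 11 below. The highest was Mzb1 (ENSMUSG00000024353, GRCm38 chromosome 18, 35647267 to 35649367), with 9.42 CPM in untreated tumours and 69.5 CPM under the combination (log2 ratio 2.03, 1.92 to 2.14). A pseudocount of 50 CPM moved it most, to 1.01. Cxcr5 (ENSMUSG00000047880, chromosome 9, 44511787 to 44561877) gave 1.01 (0.88 to 1.14). Ltb (ENSMUSG00000024399, chromosome 17, 35194439 to 35196320) gave 0.96 (0.90 to 1.03), and Cd40lg (ENSMUSG00000031132, chromosome X, 57212143 to 57224042) 0.69 (0.56 to 0.82). The lowest were Cd274 (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095), with -0.48 (-0.53 to -0.43), and Tnfsf14 (ENSMUSG00000005824, chromosome 17, 57189492 to 57194177), with -0.40 (-0.53 to -0.27). In RNA of whole tumours, the study describes both as raised under the combination. It describes the highest genes here and most others of the list as raised too, and Il10 as lowered. Cd274 and Tnfsf14 therefore ran opposite to the study, in sorted leukocytes rather than whole tumours. The other 20 genes, 11 above and 9 below, lay between -0.35 and 0.64. These sums cover all classes, whose shares differed between libraries. The gene for STING, Tmem173, changed by -0.14 under the combination and Ltbr by -0.39. Xist had 2, 4, 1 and 1 UMIs in the 4 libraries and Ddx3y had 3362, 1574, 2732 and 2499.

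Within macrophage- or monocyte-like cells, the STING agonist raised Egr1 (log2 ratio to untreated 1.18, 1.08 to 1.29), Klf2 (0.88) and Socs1 (0.81), and lowered Ccl24 (-0.75), Zfas1 (-0.65) and Ifitm6 (-0.51). Averaged within clusters, Ccl24 was unchanged in this comparison (0.03). With the LTβR agonist, Retnla (ENSMUSG00000061100, GRCm38 chromosome 16, 48842551 to 48844461) went from 18.1 to 373 CPM (3.77, 3.66 to 3.88), a ratio that moved to 0.91 when averaged within clusters. Hspa1b (2.39) and Hspa1a (2.01) were also raised, by 1.11 and 0.87 when averaged within clusters. Ccl5 (-2.12, -2.16 to -2.08), Ifitm1 (-1.36) and Ms4a7 (-1.26) were lowered. Ms4a7 is a leading gene of cluster 0, which held 16.9% of untreated filtered cells and 6.84% with the LTβR agonist. Its fall is not told apart from this shift here. Under the combination the highest were Retnla (3.98, 3.86 to 4.09), Chil3 (2.36) and Klf2 (2.11), and the lowest Slpi (-1.73), Ifitm1 (-1.72) and Ddit4 (-1.71). Cluster 12, with Retnla and Chil3 among its leading genes, was 2.80% of this class in untreated tumours and 18.1% under the combination. Within this cluster Retnla gave 2.29 (2.13 to 2.45) under the combination. A Retnla UMI was found in 0.763%, 0.861%, 7.82% and 9.21% of macrophage- or monocyte-like cells in the untreated, STING agonist, LTβR agonist and combination libraries. After thinning, which left out 88, 41, 132 and 77 cells, the shares were 0.360%, 0.340%, 4.09% and 5.24%. With the LTβR agonist 10 cells held 44.3% of the 9427 Retnla UMIs, and 50.9% of the Chil3 UMIs under the combination came from 10 cells.

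In T-like cells, the STING agonist raised Il17a (1.43, 1.25 to 1.61), Fos (1.19) and Fosb (1.14), and lowered Lyz2 (-1.58), Chn2 (-1.01) and Gzma (-0.96). Il17a changed by 0.21 when averaged within clusters, Lyz2 by -0.51 with classes by marker score and Gzma by -0.058 as a mean of CPM per cell. Lyz2 is a leading gene of an unnamed T-like sub-cluster in which 27.3% of cells had a high Scrublet score. This sub-cluster held 0.560% of untreated filtered cells and 0.267% with the STING agonist. The fall of Lyz2 is not told apart from a difference in doublets here. With the LTβR agonist, Il13 (2.502, 2.28 to 2.71), S100a9 (2.20) and Penk (1.28) were highest, and Serpine2 (-1.76), Styk1 (-1.59) and Prf1 (-1.30) lowest. Of 789 Il13 UMIs, 94.7% were in 10 cells (88.9% of 45 in untreated tumours), so its interval, which treats UMIs as independent, is too narrow. The log2 ratio of Il13 was 0.36 when averaged within clusters. S100a9 reversed to -0.26 without cells of high doublet score, and Penk to -0.24 when averaged within clusters. Under the combination, Slc15a2 (1.11), Il1rl1 (1.09) and Areg (1.08) were highest, and Chn2 (-1.07), Filip1 (-1.01) and Setbp1 (-0.997) lowest. Setbp1 and Filip1 were leading genes of a T-like cluster with few ribosomal transcripts.

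In neutrophil-like cells, the STING agonist raised Cxcl3 (1.70, 1.49 to 1.90), Tgm1 (1.38) and Ccl4 (1.35). It lowered Sdc4 (-3.87, from 98 UMIs to 1), Arg1 (-3.53) and Fn1 (-2.63); scaling by the median of ratios would shift all genes of this comparison by 0.10. These 3 falls were smaller with classes by marker score, at -1.08 for Sdc4, -0.65 for Arg1 and -1.30 for Fn1. With the LTβR agonist, Gzma (2.45), Chil3 (2.18) and Timp1 (2.15) were highest and C1qb (-2.23), Prf1 (-2.08) and Gzmb (-1.99) lowest. Timp1 reversed to -0.43 with classes by marker score, where C1qb moved to -0.87 and Gzmb to -0.45. Without cells of high doublet score Prf1 reversed to 0.01 and Gzma moved to 0.45. The combination held 68 neutrophil-like cells, under the minimum of 100, and no gene was ranked there.

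Because STING induces type I interferon, interferon-response lists were compared in 3 classes. According to the study's methods, the STING agonist was injected once, at the start of treatment. Tumours were taken after the last dose of the LTβR agonist. The study found interferon-β protein in tumours within hours of the injection. The cells here were therefore taken late, and the lists cannot show whether interferon was induced early. In macrophage- or monocyte-like cells the median log2 ratio of the type I list was -0.08 with the STING agonist, -0.16 with the LTβR agonist and -0.24 with the combination, at percentiles of 0.63, 0.03 and 0.00 among random lists. Averaged within clusters, it shrank to -0.068 with the LTβR agonist and -0.071 with the combination, and these values were not placed among random lists. The interferon-γ list rose with the STING agonist (0.24, 0.23 to 0.26, above all random lists), and moved most, to 0.16, when averaged within clusters. It fell by 0.26 with the LTβR agonist, where 25 of 25 genes were below 0. Under the combination it was 0.08 (percentile 86.5), and -0.02 as a mean of CPM per cell. In T-like cells the type I list gave 0.21, 0.13 and -0.14, and the interferon-γ list 0.16, 0.20 and -0.01. In neutrophil-like cells the type I list gave 0.38, 0.35 and 0.66, and the interferon-γ list 0.19, -0.10 and 0.38; the last library had 68 cells.

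**Figure D4:**
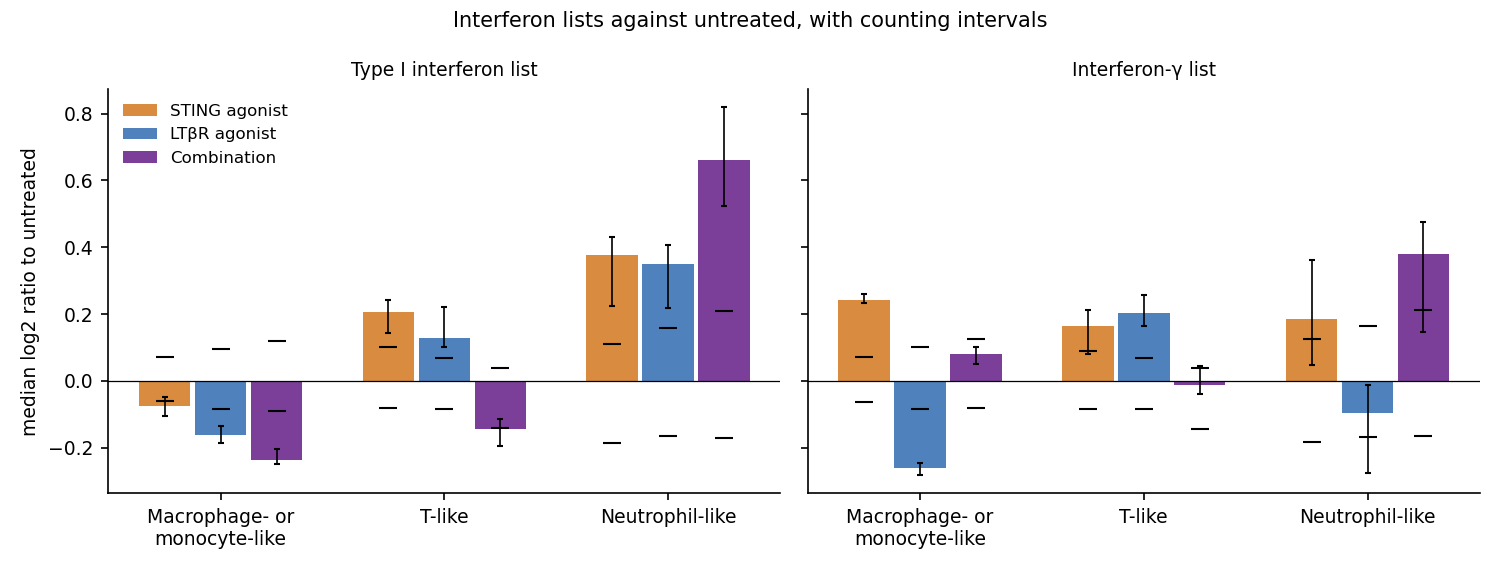
Median log2 ratio to untreated (vertical axis) of the type I interferon and interferon-γ lists in macrophage- or monocyte-like, T-like and neutrophil-like cells, with intervals from Poisson draws as whiskers and horizontal marks for the range that holds 95% of random lists. In macrophage- or monocyte-like cells the interferon-γ list lies at 0.24 with the STING agonist and at -0.26 with the LTβR agonist.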

Values the study reported

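By flow cytometry, the study reported that B cells made up an average of 27% of the lymphocytes infiltrating tumours under the combination. In its single-cell data, memory CD8 T cells were described as raised 3 times or more over untreated tumours with the LTβR agonist and with the combination.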

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

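The following were tests chosen only after the result was seen. They compared neutrophil-like with macrophage-like cells, marker-gated Th17 cells, and deep barcodes under the combination. They also concerned immediate-early and heat shock genes in other classes, B cell doublets, thinning, and lymph node tissue by naive-like CD8 cells. The others concerned a CD8 sub-cluster, Retnla by cluster and by cell, the interferon-γ list within clusters, damaged cells, Il13, S100a9 and cluster 16.

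The STING agonist alone raised the neutrophil-like share 2.44 times, but on top of the LTβR agonist the same agonist gave a ratio of 0.242. The difference between these 2 effects was not tested, because there was 1 library per group. A loss of shallow neutrophils at barcode calling cannot be told apart from a fall in their number. Among cells of at least 2000 UMIs the ratio of the combination to the LTβR agonist was 0.180 (0.108 to 0.291), but shallower neutrophils would lower this ratio too, and the medians were 1942 and 2159 UMIs. Growth of the B- and T-like classes could lower a share with neutrophil numbers unchanged. Counted per macrophage- or monocyte-like cell, the same ratio was 0.289, so this does not account for the fall. A difference between 2 pools of tumours unrelated to treatment cannot be told apart from a treatment effect, since there was 1 library per group.

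The Th17-like share of CD4 cells rose 2.37 times with the STING agonist alone, and the ratio was 0.359 when it was given on top of the LTβR agonist. The difference between these effects was not tested. The rebuilt boundary of the Th17-like sub-cluster does not account for the rise, since a marker gate per cell gave 3.57 times untreated with the STING agonist (1.33 to 10.7). The gate also gave 0.432 for the combination to the STING agonist (0.188 to 0.963). For the fall on top of the LTβR agonist the gate gave 0.496, and its interval reached just past 1 (0.226 to 1.04). Over 9 alternative settings this ratio lay between 0.289 and 0.496, and the gate gave the highest value. For this fall the boundary and a treatment effect cannot be told apart, because the gate leaves too few cells. Depth does not account for the difference, as the median UMIs of CD4 cells under the combination were 1.14 times those with the LTβR agonist. A difference between 2 pools unrelated to treatment cannot be told apart here either, again with 1 library per group.

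More barcodes exceeded 6% mitochondrial UMIs in the 2 libraries given the LTβR agonist, 5.99% with the agonist alone and 6.78% with the combination. Among barcodes of at least 1000 UMIs the LTβR agonist still gave 2.01 times the untreated share (1.43 to 2.83), and the combination 1.61 times (1.10 to 2.36), so shallow barcodes are not the whole cause. They carry part of the excess, since 122 of the 398 such barcodes of the combination had at least 1000 UMIs. With classes weighted as in untreated tumours the combination still gave 5.83%, so the mix of classes does not account for it. Handling of these 2 samples apart from the others cannot be told apart from treatment, since 1 sample per group leaves no second handling to compare.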

How the results depend on the processing

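Removal of cells with a Scrublet score above 0.2 was among the tests chosen only after the result was seen. Alternatives gave 2685 values for 309 results, of which 2138 stayed the same, 529 moved and 18 reversed. Automatic doublet removal by Scrublet was planned and was not run. No paired analysis was possible because each group had 1 library and all libraries carry the same replicate number.

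Most of the share ratios given here moved with the denominator, as its construction shows. Among B-, plasma-, T- and NK-like cells, the B- and plasma-like ratio of the combination was 7.66 to untreated and 3.11 to the LTβR agonist. The T-like ratio to untreated was 1.05 for the STING agonist, 0.895 for the LTβR agonist and, reversed, 0.872 for the combination. The T-like combination was 0.834 of the STING agonist and, reversed, 0.974 of the LTβR agonist. The NK-like combination was 0.703 of untreated, 0.801 of the STING agonist and 0.550 of the LTβR agonist.

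Among B- and plasma-like cells, follicular-like ratios were 0.740 for the LTβR agonist to untreated, which reversed, and 1.24, 1.20 and 1.67 for the combination to untreated, the STING agonist and the LTβR agonist. Memory-like cells gave 1.29 for the LTβR agonist to untreated, and 0.593, 0.435 and 0.461 for the combination in the same order, which all reversed. Plasma-like cells under the combination gave 0.614 to untreated, which reversed, and 0.794 to the LTβR agonist. IgD gave 2.33, 2.41 and 1.48 for the combination in the same order. After thinning, IgD calls were 12.1% of untreated B- and plasma-like cells (7 of 58) and 5.47% under the combination (29 of 530). Thinning cannot show whether depth made the rise over untreated, because median UMIs were already similar before it (4574.5 and 4808). It also left 30 of 58 and 349 of 530 cells without a call, against 9 of 58 and 46 of 535 before. IgM gave 1.09 for the LTβR agonist, and 1.04, 1.08 and 0.959 for the combination, the last reversed. IgG reversed to 0.614, 0.477 and 0.927.

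Among T-like cells, CD4 ratios were 1.48 for the STING agonist and 1.23 for the combination to untreated, and 0.807 for the combination to the LTβR agonist. CD8 ratios in the same order were 0.877, 1.01 and 1.30. Regulatory-like CD4 cells gave 2.22 for the LTβR agonist. Exhausted-like CD8 cells gave 0.638 for the LTβR agonist to untreated, and 1.13 and 1.44 for the combination to the STING and LTβR agonists.

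For the other settings the cause was not tested. Naming classes by marker score moved the NK-like ratio of the LTβR agonist to 1.25. It moved the macrophage-like type I list to -0.015 with the STING agonist, and the interferon-γ list to -0.29 with the LTβR agonist and 0.044 with the combination. The T-like type I list became 0.10, 0.073 and -0.20 for the 3 treatments, and the interferon-γ list 0.020 with the LTβR agonist and -0.21 with the combination. The neutrophil-like type I list became 0.27 under the combination, and Timp1 reversed to -0.43.

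Averaging within clusters moved the macrophage-like type I list to -0.068 with the LTβR agonist and -0.071 with the combination, and the interferon-γ list to 0.16, -0.12 and 0.10 for the 3 treatments. The T-like type I list became 0.11 with the STING agonist, and the interferon-γ list 0.089 with the LTβR agonist and -0.048 with the combination. Ccl24 reversed to 0.032 and Penk to -0.24. Without cells of high Scrublet score, the T-like type I list was -0.10 under the combination and the neutrophil-like interferon-γ list -0.011 with the LTβR agonist; S100a9 reversed to -0.26 and Prf1 to 0.014.

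As mean CPM per cell, the macrophage-like type I list was -0.011, -0.13 and -0.33 for the 3 treatments, and the interferon-γ list -0.30 with the LTβR agonist and, reversed, -0.017 with the combination. Median-of-ratios scaling gave -0.29 and 0.029 for these lists under the combination, -0.088 for the T-like type I list under the combination and 0.48 for the neutrophil-like type I list with the STING agonist. A pseudocount of 1 CPM gave 0.25 in T-like and 0.47 in neutrophil-like cells for the type I list with the STING agonist. A pseudocount of 50 CPM gave -0.12 and -0.19 for the macrophage-like type I list with the LTβR agonist and combination, and -0.23 for interferon-γ with the LTβR agonist. It gave 0.10, 0.083 and -0.087 for the T-like type I list, and 0.16 for interferon-γ with the LTβR agonist.

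A marker gate on thinned cells moved the Th2-like ratio of the combination to 0.732 of untreated, which reversed, 2.02 of the STING agonist and 1.05 of the LTβR agonist. It moved Th17-like ratios to untreated to 6.78 for the STING agonist and 6.18 for the LTβR agonist. The gate without thinning gave 2.80 for Th2-like cells under the combination to the STING agonist. An isotype threshold of 10 UMIs gave 16.1 for IgD under the combination to the LTβR agonist. A resolution of 2 gave macrophage-like ratios to untreated of 0.862 for the LTβR agonist and 0.717 for the combination. A sub-cluster resolution of 2 gave 1.53 for memory-like CD8 cells with the LTβR agonist. Depth limits subsets of few cells, where thinning leaves counts too low to place a ratio.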

Other observations

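The following tests were chosen only after the result was seen. They concerned B cell doublets, thinning, lymph node tissue by naive-like CD8 cells, the CD8 sub-cluster, Retnla by cluster and by cell, and immediate-early genes. They also concerned heat shock genes in NK-like cells, the interferon-γ list within clusters, damaged cells, Il13, S100a9 and cluster 16. Removal of co-expressing cells, thinning and averaging within clusters were planned as alternatives, and only their use as tests came later.

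B- and plasma-like cells rose most under the combination. Doublets do not account for this, since the ratio to untreated was 11.4 without cells that co-express genes of another class. Deeper B cells do not account for it, since the ratio was 10.4 after thinning. Lymph node tissue in the pool could bring both B cells and naive T cells, and naive-like CD8 cells rose 12.8 times in the same library. Node tissue and recruitment to tumours cannot be told apart, because both bring the same cells. The study's figure for B cells comes from flow cytometry, with another denominator, and is not set against the shares here.

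The ratio of memory-like CD8 cells to untreated was 1.04 with the LTβR agonist and 1.34 with the combination. These ratios are lower than the value quoted from the study above. The libraries may not be all those that the study used, since it describes more than 1 single-cell experiment. The names are rebuilt, and the difference may also come from them: a sub-cluster led by NK receptor genes, unnamed here, rose 3.43 times with the LTβR agonist and 2.55 times with the combination, and could hold cells that the study counts as memory.

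IgG sums were far apart between libraries, and a few plasma cells may be enough to explain this, since 1 cell held 70.4% of Ighg1 UMIs in the LTβR agonist library.

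Immediate-early genes were higher in macrophage- and T-like cells of the STING agonist library. A handling effect equal in all classes does not account for this, since the list rose by 0.10 in neutrophil-like, 0.20 in macrophage-like and 0.61 in T-like cells. Heat shock genes were higher in macrophage-like cells of the LTβR agonist library. A handling effect equal in all classes does not account for this, since the list rose by 1.09 in T-like cells against 2.20 in macrophage-like cells. Handling with an effect that differs between classes cannot be told apart from treatment in either case. Either could raise several classes. Immediate-early genes also rose in NK-like (0.58), dendritic-like (0.49) and B- and plasma-like cells (0.42, from 15 cells). Heat shock genes also rose in NK-like (0.90), neutrophil-like (1.31) and dendritic-like cells (0.77), but fell in B- and plasma-like cells (-1.08), of which untreated tumours had 58. Rises were not confined to the LTβR agonist library. With the STING agonist, macrophage-like (0.59), T-like (0.86), NK-like (0.93) and dendritic-like cells (0.87) rose. Neutrophil-like cells gave 0.10 (-0.23 to 0.43) there, and B- and plasma-like cells fell (-2.30). Under the combination, macrophage-like (0.94), T-like (0.31), neutrophil-like (1.07) and dendritic-like cells (0.86) rose. NK-like (-0.56) and B- and plasma-like cells (-1.10) fell.

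Retnla rose in macrophage-like cells given the LTβR agonist. A first comparison, averaged with equal weight over clusters, gave a log2 ratio of 0.91. A later one within cluster 12 gave 2.88 (2.72 to 3.03), so a larger share of that cluster is not the whole cause, although this cluster is itself led by Retnla. RNA from other cells does not account for it, since T-like cells held 2.69% of the level in macrophage-like cells. With the LTβR agonist 10 cells held 44.3% of UMIs, against 96.7% in untreated tumours, and 88 cells had at least 10 UMIs, against 4. A few cells are not the whole cause, since the log2 ratio was 2.96 (2.84 to 3.08) without the 10 top cells of the treated library alone. An earlier comparison by the share in 10 cells, whose threshold was moved after its value had been seen, was replaced by this one.

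The interferon-γ list in macrophage-like cells fell with the LTβR agonist. A shift between clusters is not the whole cause, since the list was -0.12 within clusters. Less Ifng RNA in T- and NK-like cells of the same library may contribute (log2 ratio -0.80). Under the combination, however, Ifng was also lower (-0.51) while the list was not.

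Several T-like and other clusters had few ribosomal transcripts. Their median mitochondrial share was 2.45%. This argues against bare nuclei free of mitochondria, but cannot exclude nuclei with mitochondria attached. A first version joined bare nuclei with damaged cells and predicted a low mitochondrial share, which was not found, so damaged cells were set apart with another prediction only afterwards. Damaged cells that lost cytoplasmic RNA and kept mitochondria may be the source, as this share was 2.31 times that of the other clusters. Cells of these clusters were 9.89% of the untreated library, 9.20% with the STING agonist, 5.62% with the LTβR agonist and 4.88% with the combination.

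Il13 rose in T-like cells of the LTβR agonist library, where 10 cells held 94.7% of UMIs. A few cells with very high counts and a broader rise cannot be told apart, because few cells carry the gene at all and 10 cells held 88.9% in untreated tumours too. S100a9 in the same cells may come from doublets with neutrophils, since the log2 ratio was -0.26 without cells of high doublet score. Cluster 16 is likely made of doublets, since 70.6% of its cells had a high Scrublet score.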
